A study of Mus musculus with 6 samples. Its data were reported in "Single-cell analysis of murine fibroblasts identifies neonatal to adult switching that regulates cardiomyocyte maturation" (2020).

How the data were processed

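Mouse cardiomyocytes isolated shortly after birth (immature cardiomyocytes, imCMs) were grown with cardiac fibroblasts from neonatal hearts (NFs) or from adult hearts (AFs). RNA of the co-cultured imCMs was sequenced in bulk, in 2 libraries with NFs (imCM-NF) and 2 libraries with AFs (imCM-AF). Cells of the co-cultures were also sequenced singly on a nanowell chip (ICELL8), in which each well is meant to hold 1 cell and transcripts carry a unique molecular identifier (UMI). This gave 1 library labelled cardiomyocytes and 1 library labelled fibroblasts. Per the study's methods, cells were sorted before RNA was taken, and more fibroblasts per imCM were plated with AFs than with NFs, to allow for the division of NFs.

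For the bulk libraries the authors deposited raw counts per gene. Their reads were aligned to the mouse genome mm10 with subread, uniquely placed reads were kept, and featureCounts assigned them to its built-in RefSeq genes. Whether strand was used in counting is not stated, so values of overlapping or antisense genes, and of families of near-identical genes, are uncertain. For the single cells the authors deposited UMI counts per gene and well, with a report of read pairs and alignment per well. Per the study's methods, reads passed a barcode and UMI filter, cutadapt trimming and a contaminant screen, STAR aligned them to mm10, and featureCounts assigned them to Ensembl genes. Spike-in columns, 85 in the cardiomyocytes library and 79 in the fibroblasts library, were not used. The report table also gives each well a name, which is the authors' text and not a measurement.

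The bulk table held 27179 genes by Entrez identifier. Symbols and GRCm38 coordinates, the same assembly as mm10, were taken from the RefSeq annotation by that identifier. For 1904 identifiers no symbol was matched, and these held 3.52% of all counts. Total counts were 9278909 and 12088577 in the imCM-NF libraries and 10766124 and 11790263 in the imCM-AF libraries. The study kept genes by RPKM, but the deposited table carries no gene lengths, so genes with a CPM value (library-scaled count) over 1 in at least 2 libraries were kept, the substitute fixed for that case. This left 14041 genes.

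imCM-AF was compared with imCM-NF by edgeR 4.0.16 in R 4.3.3, with TMM scaling, group as the only term and the quasi-likelihood test. P values were adjusted by the Benjamini-Hochberg method over all tested genes. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.58, the thresholds of the study, which used limma. The standard error (SE) of a log2 fold change was its size divided by the square root of the F statistic. CPM values of genes are TMM-scaled. The procedure was tested on simulated data for this comparison, in which 200 of 14041 genes were changed by 1.5 on the log2 scale, well above the fold threshold. The changed genes were drawn from the better expressed ones, and the variation of each gene followed the trend with expression. Smaller changes, changes in weakly expressed genes and genes noisier than the trend were not simulated. It recovered 200 of them with 3 false calls, while DESeq2 recovered 197 with 0 false calls and limma-voom 199 with 3.

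Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01), with fry and with camera at an estimated correlation beside it. Values were adjusted over 9 lists, which covered mature and immature cardiomyocytes, fatty acid oxidation, the cell cycle, extracellular matrix, and markers of fibroblasts, endothelial cells, macrophages and smooth muscle. The lists were written from general knowledge of the heart. The fibroblast and extracellular matrix lists share 7 genes, and the immature cardiomyocyte and smooth muscle lists share 1. Genes that the study's text names make up 3 of the mature cardiomyocyte list, 1 of the immature cardiomyocyte list, 2 of the cell cycle list, 2 of the extracellular matrix list and 1 of the fibroblast list. All members were among the tested genes except 1 macrophage gene. An interferon response list of 30 genes was added after the largest changes had been seen.

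The lists, cell type markers, tests, thresholds and rule for naming genes were fixed before the data were examined. That rule takes the 5 called genes with the largest rise and the 5 with the largest fall whose libraries do not overlap between groups and whose mean CPM is at least 5. Of these, 1 gene is not reported here. It adds genes the study names, sex-linked genes and members of the lists. Members named singly beyond that, Nppa and Ankrd1 of the immature cardiomyocyte list, were picked after their values were seen.

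In the single-cell data, wells named AFNCM, NFNCM, AF or NF with a number were used. This choice was made after the files had been read, because the number of such wells equals the cell count of the study, and all wells except controls were tried as an added alternative. Wells were kept with at least 500 genes, over 50% of screened read pairs aligned, and a UMI total within 2 SD of the mean over wells. Mitochondrial genes were left out, as were genes seen in fewer than 10 cells. Counts were scaled to 10000 per cell and transformed to natural logarithms. The 2000 most variable genes, 10 principal components and 30 neighbours gave clusters by the Leiden method at resolution 1 in scanpy 1.11.5, in place of the variable-gene selection and clustering of Seurat. No doublet caller was run. The study chose wells by imaging.

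Cluster names came from the fixed markers, but the rule that turns markers into names was written after marker levels per cluster had been seen and after several rules had been weighed by the names they gave. A cluster took the type with the largest share of raised markers, if this was at least 50% and at least 3 markers. It stayed unnamed if another type's markers were also present, or if its median UMI count was under that of its library divided by 3, unless a marker of its own type was among its 10 leading genes. With 1 library per group no test was made and no p is given. Shares carry exact (Clopper-Pearson) binomial 95% intervals and sums of UMIs exact Poisson 95% intervals, which cover counting error only.

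The well names are not samples in the labels of the series. Values by name are given without a test. Tests of 2 explanations by well name, free cardiomyocyte RNA over the chip and spread of fibroblast interferon transcripts, were run and then left out for that reason, and because 1 of them rested on an assumed profile. Both had come out against the explanation. For the second, the values by name are given with no test.

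For tests of explanations, sets of genes specific to a cell class were taken from the single-cell libraries. Cardiomyocyte-specific genes reached at least 20 CPM and 8 times the level in every other class. Sets of the other classes needed 8 times the cardiomyocyte-like level and 2 times that of the remaining classes. A first version asked for 8 times every class throughout, left too few fibroblast genes to draw lists from, and was loosened before the fold changes of either version were seen. GC content and transcript length came from the longest GENCODE transcript of each gene.

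Alternatives for the bulk comparison were size factors of DESeq2 1.42.0, library size only, the DESeq2 Wald test, limma-voom, no filter beyond a total above 0, the edgeR filter by expression, adjusted p alone, a log2 threshold of 1, the replicate number as a block, and leaving out each library in turn. For the single cells they were at least 1000 genes, no UMI limits, resolution 0.5, 20 principal components, a call per cell by the larger marker sum, and the added set of wells. Splits of the samples into other groups were not counted because groups hold 2 libraries.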

Results

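To ask how the age of the surrounding fibroblasts affects gene expression in immature cardiomyocytes, bulk RNA-Seq was performed on imCMs co-cultured with neonatal fibroblasts (imCM-NF, n = 2 libraries) or adult fibroblasts (imCM-AF, n = 2 libraries). Raw counts summed to 9278909 and 12088577 in the imCM-NF libraries and to 10766124 and 11790263 in the imCM-AF libraries. The 10 most abundant genes took between 6.28% and 8.07% of the counts of a library. Libraries of one group differed from each other by more than counting noise. The chi-square per degree of freedom was 9.05 in imCM-NF and 9.03 in imCM-AF, and each library was counted as a replicate. This statistic cannot tell separate cultures from repeat preparations of the same culture, and the p values assume the former. Single-cell RNA-Seq of the same kind of co-culture added 1 library of cardiomyocytes and 1 library of fibroblasts.

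Of 14041 genes tested, 3789 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 1564 of these also passed the fold threshold. Expression of 864 called genes was higher in imCM-AF and that of 700 was lower. The median log2 fold change of all tested genes was 0.0011. The fold threshold moved the count most, since a log2 threshold of 1 left 565 genes. Leaving out imCM-NF replicate 2 lowered the count to 879, and leaving out imCM-AF replicate 2 lowered it to 988.

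Among called genes with non-overlapping groups and a mean CPM of at least 5, Gsta3 showed the largest rise in imCM-AF. This glutathione S-transferase gene (Entrez 14859, GRCm38 chromosome 1, 21240565 to 21265575) had 0.892 and 0.826 CPM in imCM-NF and 13.6 and 8.65 CPM in imCM-AF, a log2 fold change of 3.68 ± 0.33 (SE, n = 2 per group, edgeR adjusted p 5.29e-07). It overlaps a predicted gene and belongs to a family of similar genes, so its counts are uncertain. The interferon-inducible gene Ifi207 (Entrez 226691, chromosome 1, 173723424 to 173741831) rose from 1.89 and 1.98 CPM to 18.8 and 20.4 CPM, a log2 fold change of 3.33 ± 0.21 (edgeR adjusted p 1.56e-08), and it too has close paralogs. The surface antigen gene Ly6a (Entrez 110454, chromosome 15, 74994877 to 74998031) rose from 4.35 and 5.29 to 47.9 and 47.9 CPM, a log2 fold change of 3.29 ± 0.14 (edgeR adjusted p 2.24e-10). Ly6a overlaps another annotated gene and has paralogs. The mitochondrial carrier gene Slc25a34 (Entrez 384071, chromosome 4, 141618819 to 141623891) had a log2 fold change of 3.08 ± 0.25 (edgeR adjusted p 1.88e-07).

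Among called genes with non-overlapping groups and a mean CPM of at least 5, the largest fall was that of Ano1. This chloride channel gene (Entrez 101772, chromosome 7, 144588549 to 144752026) fell from 12.6 and 13.5 CPM in imCM-NF to 3.47 and 2.44 CPM in imCM-AF. Its log2 fold change was -2.15 ± 0.21 (edgeR adjusted p 1.98e-06). Periostin, Postn (Entrez 50706, chromosome 3, 54359267 to 54391041), a matrix gene of fibroblasts, fell from 1177 and 1417 CPM to 390.4 and 318 CPM, a log2 fold change of -1.87 ± 0.15 (edgeR adjusted p 1.60e-07). Nptx1 (Entrez 18164, chromosome 11, 119538719 to 119547820) changed by -1.83 ± 0.19 and Gcat (Entrez 26912, chromosome 15, 79030874 to 79042531) by -1.79 ± 0.23, with edgeR adjusted p of 2.48e-06 and 3.47e-05. The collagen gene Col14a1 (Entrez 12818, chromosome 15, 55307644 to 55520803) fell from 215.6 and 228.3 CPM to 76.6 and 58.2 CPM, a log2 fold change of -1.72 ± 0.12 (edgeR adjusted p 3.75e-08). Ano1, Postn, Gcat and Col14a1 each overlap another annotated gene. The genes named so far kept their direction and their call under every alternative in which they were tested, libraries left out included. Gsta3 was not tested without imCM-AF replicate 1 or without imCM-AF replicate 2, since it then missed the expression filter.

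**Figure D1:**
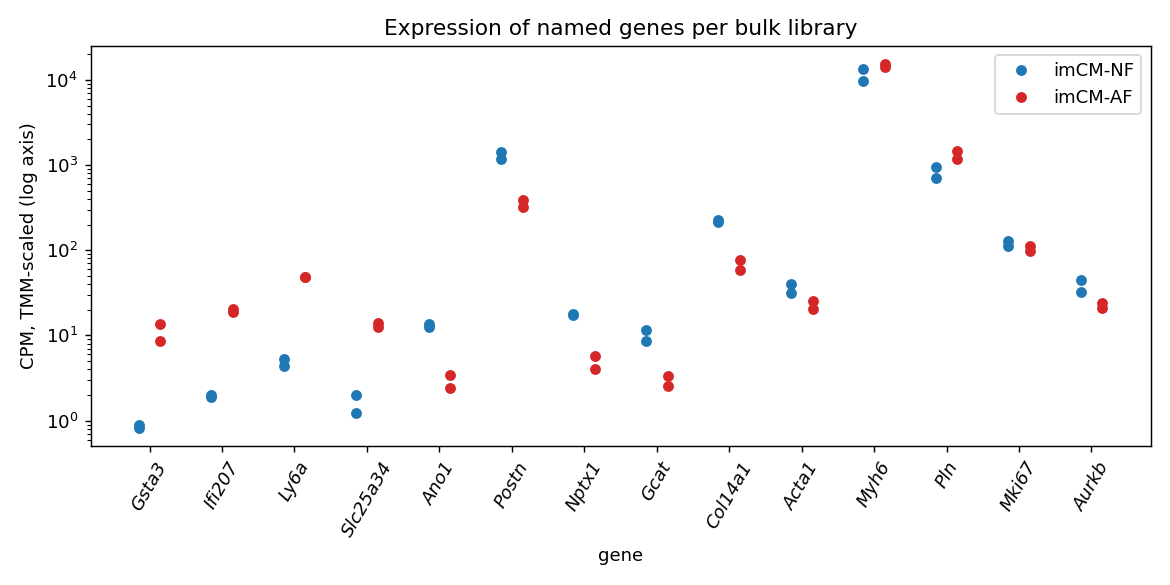
TMM-scaled CPM on a log axis for the genes with large rises and falls named above and for 5 genes named in the study, with 1 point per library and the groups imCM-NF and imCM-AF side by side. The points of Gsta3 lie at 0.892 and 0.826 in imCM-NF against 13.6 and 8.65 in imCM-AF, whereas the groups of Myh6 and Mki67 lie close together.

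Genes linked to cardiomyocyte maturity were examined next. The skeletal actin gene Acta1, used as a marker of immature cardiomyocytes (Entrez 11459, chromosome 8, 123891758 to 123894775), had 39.8 and 31.4 CPM in imCM-NF and 25.1 and 20.6 CPM in imCM-AF. Its log2 fold change was -0.63 ± 0.13 (edgeR adjusted p 0.00229). Without imCM-NF replicate 1 the value was -0.46 and without imCM-AF replicate 2 it was -0.49, both short of the fold threshold. Phospholamban, Pln (Entrez 18821, chromosome 10, 53337686 to 53345999), had 952 and 698 CPM in imCM-NF and 1185 and 1481 CPM in imCM-AF, a log2 fold change of 0.69 ± 0.16 (edgeR adjusted p 0.00502). It lies inside Cep85l in the annotation. Pln lost its call in the DESeq2 Wald test and without imCM-NF replicate 2 (0.49) or imCM-AF replicate 2 (0.53). The myosin heavy chain gene Myh6 (Entrez 17888, chromosome 14, 54941921 to 54968017) was not called: its log2 fold change of 0.35 ± 0.26 did not exceed the spread between replicates (edgeR adjusted p 0.348), with 13475 and 9779 CPM in imCM-NF and 14258 and 15310 CPM in imCM-AF. The gap junction gene Gja1 changed by 0.38 ± 0.15 (edgeR adjusted p 0.0659) and was called only when imCM-NF replicate 1 was left out (0.61).

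Of the proliferation genes, Aurkb (Entrez 20877, chromosome 11, 69045624 to 69051664) was lower in imCM-AF, with 32.3 and 44.2 CPM against 23.8 and 21 CPM, a log2 fold change of -0.78 ± 0.14 (edgeR adjusted p 5.38e-04). Without imCM-NF replicate 2 it stood at -0.52, under the fold threshold. Mki67 changed by -0.21 ± 0.10, which was not larger than the replicate spread (edgeR adjusted p 0.146). The study discusses its ligand genes, Egr1, Fabp4, Eif5 and Rpl34 in fibroblasts, whereas these libraries hold RNA of sorted imCMs. The values here therefore do not test what it states on fibroblasts. Of the ligand genes, Pgf was called, at -1.14 ± 0.13 (edgeR adjusted p 8.35e-06). Among the single cells described below, Pgf stood at 125.7 CPM in endothelial-like, 14.3 CPM in fibroblast-like and 1.88 CPM in cardiomyocyte-like cells. Cxcl12 changed by -0.35 ± 0.10 (edgeR adjusted p 0.0182), under the fold threshold. Dcn (-0.25 ± 0.12), Lamc1 (-0.15 ± 0.11) and Lama2 (-0.10 ± 0.10) were not called, with edgeR adjusted p of 0.144, 0.346 and 0.464. Egr1 (0.40 ± 0.11) and Eif5 (0.43 ± 0.10) passed the adjusted p threshold but not the fold threshold. Rpl34 (-0.58 ± 0.10) lay just under the fold threshold and passed it without the expression filter (-0.59) and without imCM-NF replicate 1 (-0.61). Fabp4 was not called (-0.15 ± 0.12, edgeR adjusted p 0.39).

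To compare processes, 9 gene lists were tested. The fatty acid oxidation list had a median log2 fold change of 0.60, with 21 of 22 genes higher and 12 called (camera, limma, adjusted p 2.87e-09). The mature cardiomyocyte list had a median of 0.31, with 24 of 27 genes higher and 6 called (adjusted p 2.53e-04). None of the list calls made by camera with its preset correlation held under fry or under camera with an estimated correlation. For fatty acid oxidation these adjusted p were 0.103 and 0.645. The extracellular matrix list had a median of -0.56, with 27 of 30 genes lower and 15 called (camera adjusted p 5.62e-09), and the fibroblast markers one of -0.67, with 13 of 14 lower and 8 called (camera adjusted p 5.02e-07). Endothelial markers had a median of -0.50, with 12 of 12 lower and 5 called (camera adjusted p 4.11e-06). The cell cycle list had a median of -0.44, with 26 of 26 lower and 8 called (camera adjusted p 2.20e-06). Leaving out imCM-NF replicate 2 lowered the median of the mature cardiomyocyte list to 0.16 and brought that of the cell cycle list to -0.26, and both stayed called by camera. Without imCM-NF replicate 1 the mature cardiomyocyte median was 0.53. The fatty acid oxidation median lay between 0.45 and 0.76 when a library was left out.

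The immature cardiomyocyte list was not called, and its median of 0.015 and mean of -0.0021 differ in sign, while camera gave the direction up (adjusted p 0.955). Its members went both ways, and 3 were called higher and 3 lower. Nppa fell by 0.87 on the log2 scale and Ankrd1 changed by 0.79 ± 0.20. Nppa lost its call without imCM-NF replicate 1 (-0.54) and without imCM-AF replicate 1 (-0.80), and Ankrd1 without imCM-NF replicate 2 (0.63). The list median became -0.066 without imCM-NF replicate 2 and -0.048 without imCM-AF replicate 2. Macrophage markers (median -0.27, camera adjusted p 0.442) and smooth muscle markers (median -0.37, camera adjusted p 0.269) were not called. The macrophage median was 0.21 without imCM-NF replicate 2, and passed the threshold at -0.41 without imCM-AF replicate 2. Adjusted over the list alone, the genes with an adjusted p under 0.05 numbered 20 for fatty acid oxidation, 12 for mature cardiomyocytes, 6 for immature cardiomyocytes, 18 for the cell cycle, 23 for extracellular matrix, 12 for fibroblasts, 9 for endothelial cells, 3 for macrophages and 6 for smooth muscle. Over all genes tested these numbers were 20, 11, 6, 17, 21, 12, 9, 3 and 4.

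**Figure D2:**
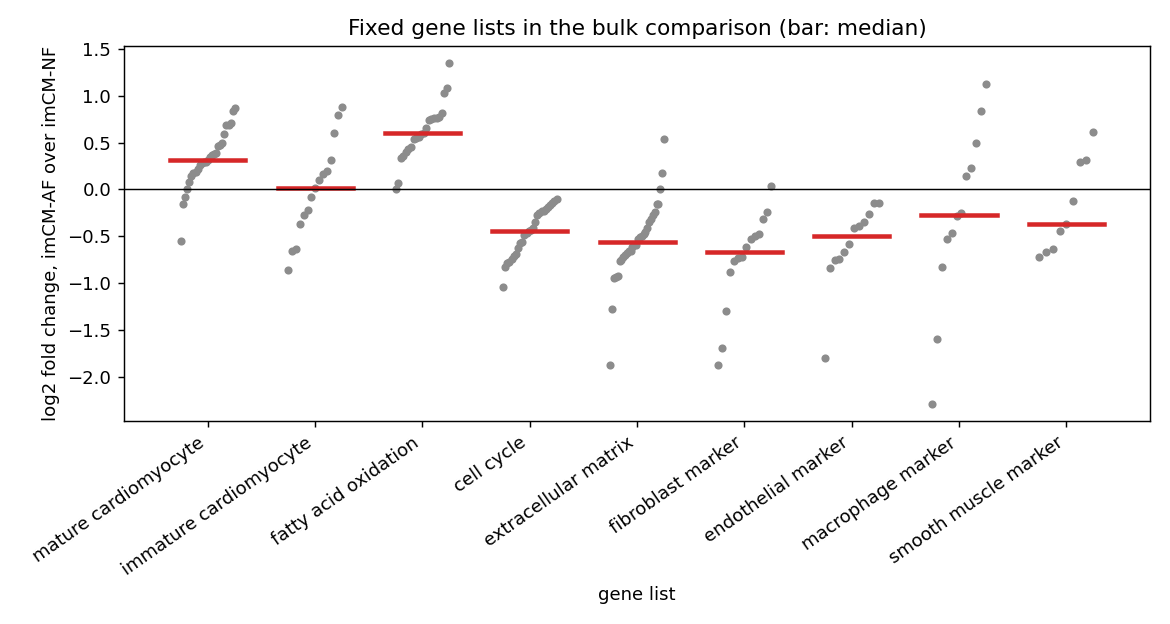
Log2 fold change of imCM-AF over imCM-NF for every tested member of the 9 gene lists, with 1 grey point per gene and a red bar at the median of each list. The bar of fatty acid oxidation lies at 0.60 and those of extracellular matrix and fibroblast markers at -0.56 and -0.67, and single genes of most lists lie on both sides of 0.

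Sex-linked genes were read as a check of the hearts behind each library. Xist (Entrez 213742, chromosome X, 103460373 to 103483233), which overlaps its antisense gene Tsix, had 47.6 and 52.1 CPM in imCM-NF and 96.7 and 150.7 CPM in imCM-AF, a log2 fold change of 1.31 ± 0.15 (edgeR adjusted p 8.14e-06). The Y-linked genes were present in all libraries. Uty was called at 0.83 ± 0.22 (edgeR adjusted p 0.0115), and lost its call without imCM-NF replicate 2 (0.80) or imCM-AF replicate 2 (0.52) and in the DESeq2 Wald test (0.83). Ddx3y changed by 0.58 ± 0.13 and lay just under the fold threshold, Eif2s3y changed by 0.49 ± 0.14, and Kdm5d by 0.13 ± 0.19. Ddx3y, Eif2s3y and Kdm5d were not called. Without imCM-AF replicate 2 the value of Kdm5d was -0.078. Ddx3y and Eif2s3y passed both thresholds without imCM-NF replicate 1 (0.65 and 0.67) and without imCM-AF replicate 1 (0.72 and 0.61), and Ddx3y also with other scalings or DESeq2.

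The single-cell files held 2482 wells with counts, of which 1648 carried the names used here, 1134 in the cardiomyocytes library and 514 in the fibroblasts library. This number of wells equals the cell count quoted from the study. Over these wells the median was 178652 read pairs, 71.6% of them aligned after the contaminant screen, and 2910 genes. At least 500 genes were detected in 1580 wells with mitochondrial genes counted and in 1578 without. Of the latter, 1569 also had over 50% alignment, and 1492 also lay within the UMI limits, 1022 in the cardiomyocytes library and 470 in the fibroblasts library. The number left by the gene minimum alone is thus the one quoted from the study, and the complete filter as stated left fewer. Median UMIs per kept cell were 18730 in the cardiomyocytes library and 22216 in the fibroblasts library.

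Clustering of the 1492 cells gave 14 clusters, and 11 of them could be named by the fixed markers. Clusters 1, 5 and 9 were cardiomyocyte-like, led by genes such as Cox8b, Ckmt2 and Sln. Clusters 3, 4, 10, 11 and 14 were fibroblast-like, and genes of cell division led 3 and 11, while the stress and immune genes Ccl8 and Saa3 led 10. Clusters 8 and 13 were endothelial-like and cluster 12 was macrophage-like. Cluster 8 had 9 raised endothelial markers but also 7 raised smooth muscle markers, so its cells may not be endothelial alone. It held 39 cells, all of the cardiomyocytes library. In the cardiomyocytes library, 451 of 1022 cells (44.1%, 95% interval 41.1 to 47.2) were cardiomyocyte-like and 188 (18.4%, 16.1 to 20.9) fibroblast-like. A further 60 (5.87%, 4.51 to 7.49) were endothelial-like and 15 (1.47%, 0.824 to 2.41) macrophage-like. In the fibroblasts library, 411 of 470 cells (87.4%, 84.1 to 90.3) were fibroblast-like, 38 (8.09%, 5.78 to 10.9) endothelial-like, and 7 each (1.49%, 0.601 to 3.04) cardiomyocyte-like and macrophage-like. These shares depend on how cells were called, and a call per cell by the larger marker sum put the cardiomyocyte-like share of the cardiomyocytes library at 83%. Since each kind has 1 library, no test was made, and a cluster mostly of 1 library can be that library and not a type.

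Unnamed clusters held 308 cells of the cardiomyocytes library (30.1%, 27.3 to 33.1) and 7 of the fibroblasts library (1.49%, 0.601 to 3.04). Clusters 2 and 6 had median UMIs of 5347 and 2356. Cluster 7, with a median of 30388, had 11 raised cardiomyocyte markers and 8 raised fibroblast markers. No doublet caller was run, so wells with more than 1 cell are not separated here.

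Sums of UMIs over kept cells were compared between the libraries. Tnnt2, a cardiomyocyte marker, stood at 12581 CPM (12538 to 12623) in the cardiomyocytes library and at 899 CPM (884 to 914) in the fibroblasts library. Col1a1 stood at 646 CPM (636 to 656) and 2484 CPM (2459 to 2509), respectively. Of the ligand genes, Dcn was at 263 CPM (257 to 269) in the cardiomyocytes library and 793 CPM (779 to 808) in the fibroblasts library, and Pgf at 22.5 (20.8 to 24.4) and 11.2 (9.54 to 13). Egr1 was at 170 CPM (165 to 175) and 271 CPM (263 to 279), Fabp4 at 73.7 (70.5 to 77.1) and 19.4 (17.3 to 21.8), and Mki67 at 88.7 (85.2 to 92.4) and 233 (225 to 240). Acta1 was at 6.90 (5.94 to 7.98) and 6.39 (5.19 to 7.79), a difference not detectable at this depth.

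**Figure D3:**
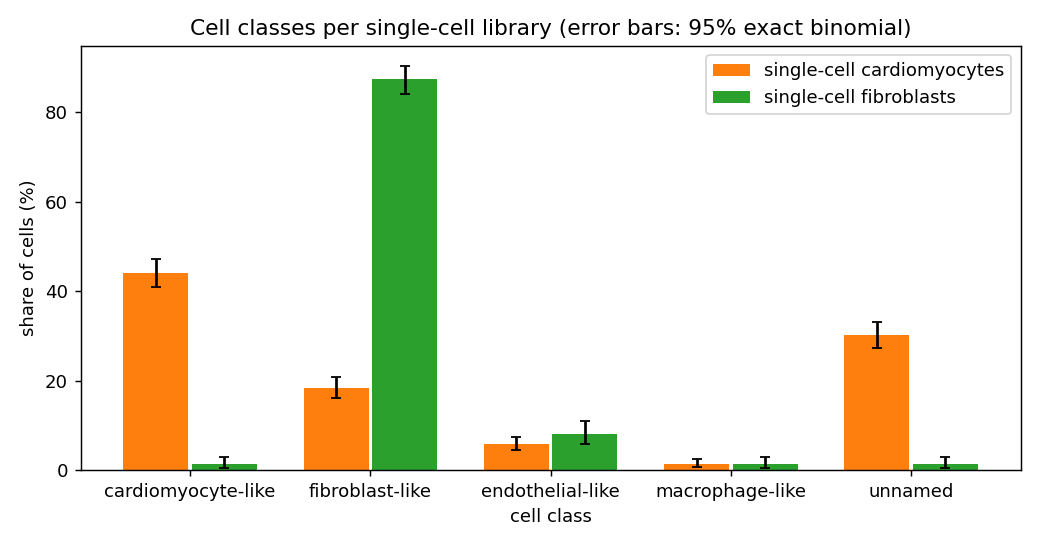
Share of kept cells in each cell class, in percent, with 1 bar per single-cell library and exact binomial 95% intervals that cover counting error only. Cardiomyocyte-like cells make up 44.1% of the cardiomyocytes library and fibroblast-like cells 87.4% of the fibroblasts library, and unnamed clusters hold 30.1% of the former.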

Values the study reported

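The study reported that 1648 cells from the co-cultures were sequenced one by one, and that 1580 of them stayed in after filtering. It gave a median depth of 178,652 reads, an alignment rate of 72% and 2910 genes per cell. For bulk RNA of the co-cultures it took genes with an adjusted p value below 0.05 and an absolute log fold change above 0.58 as differentially expressed.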

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

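Wells that lie outside the cell count of the study also held RNA. Besides the wells analysed above, 275 wells of the cardiomyocytes library and 539 wells of the fibroblasts library carry other names. They enter only the added alternative with all wells except controls. Their median UMIs per well were 15843 in the cardiomyocytes library and 39908 in the fibroblasts library. The 5 negative control wells of each chip had medians of 145 and 217, with maxima of 951 and 2374, below the medians of these wells. At least 500 genes were detected in 272 of the 275 wells and in 538 of the 539. The labels of the series assign these wells to no group, so no biological explanation was tested.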

How the results depend on the processing

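All alternatives were chosen before the data were examined, except the set of all wells other than controls, which was chosen after seeing the data. Over the genes followed singly in the alternatives, 377 values kept direction and call, 20 lost the call and 16 gained it. The only gene among them that changed direction was Kdm5d, whose value ranged from -0.078 without imCM-AF replicate 2 to 0.33 without imCM-AF replicate 1, and the cause was not tested. Gsta3 has no value without imCM-AF replicate 1 or 2, because it missed the expression filter there.

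The count of 1564 called genes stayed within 1.5 times under other scalings, other tests and other filters, between 1078 with the DESeq2 Wald test and 1704 without an expression filter. The adjusted p alone gave 3789 genes, 1759 higher and 2030 lower, and a log2 threshold of 1 gave 565, 393 higher and 172 lower. Both follow from the threshold itself. Leaving out each library in turn gave between 879 and 1929 calls, 498 to 1074 higher and 381 to 855 lower. The lone library of a group is then assumed to vary like the others. Of the 1564 calls, 1339 remained without imCM-NF replicate 1, 795 without imCM-NF replicate 2, 1280 without imCM-AF replicate 1 and 913 without imCM-AF replicate 2. With library size only, 63.6% of calls were higher, against 55.2%.

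The replicate numbers of the labels are not stated to mark a shared batch, and same-numbered libraries deviated from their group means with a correlation of -0.176 across genes. With the replicate number as a block, 1430 genes were called, 1420 of them the same genes. Nppa and Ankrd1 were not called in that fit.

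The medians of the immature cardiomyocyte list ranged from -0.066 to 0.11 and those of the macrophage list from -0.41 to 0.21 when a library was left out. The immature list reversed without imCM-NF replicate 2 (-0.066) and imCM-AF replicate 2 (-0.048), and the macrophage list without imCM-NF replicate 2 (0.21), and the cause was not tested. Under fry and under camera with an estimated correlation, which leave medians as they are, the calls of mature cardiomyocytes (0.31), fatty acid oxidation (0.60), the cell cycle (-0.44), extracellular matrix (-0.56), fibroblast markers (-0.67) and endothelial markers (-0.50) were lost. The cause was not tested.

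The cardiomyocyte-like share of the cardiomyocytes library, 44.1%, became 50.8% with at least 1000 genes, 47.8% without UMI limits, 47.7% at resolution 0.5, 48.1% with 20 principal components, 83% by the call per cell and 59.1% with all wells. Its fibroblast-like share became 15.6% without UMI limits, 9.39% with 20 principal components and 14.4% with all wells. In the fibroblasts library, the fibroblast-like share of 87.4% became 66.3% without UMI limits, 73% at resolution 0.5, 40.9% with 20 principal components, 93.4% by the call per cell and 75.8% with all wells. Its cardiomyocyte-like share became 6.60% by the call per cell and 3.98% with all wells, where 954 cells passed. The number of cells follows from the larger number of wells, and for the shares the cause was not tested.

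The number of cells limits the single-cell shares. Taken as 3 counts, a count of 0 cells allows a share of up to 0.294% of the cardiomyocytes library or 0.638% of the fibroblasts library.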

Other observations

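The tests of carried-over fibroblast RNA, of female cells and of GC content or length for the interferon list were chosen after those results had been seen. For the other tests the list medians had been seen, but not the values measured.

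Cardiomyocyte genes were higher and fibroblast and endothelial genes lower in imCM-AF. A larger share of cardiomyocyte RNA as the whole cause would lower genes of all other cells alike. Genes specific to fibroblast-like cells had a median log2 fold change of -0.34 (139 genes, 19 called higher and 44 lower) and those of endothelial-like cells one of -0.38 (178 genes, 6 called higher and 44 lower), which are alike. The median of macrophage-specific genes was -0.065, which is 0.31 above the lowest of these (bootstrap 95% interval over genes 0.21 to 0.41). The macrophage set was defined from 22 cells, and its 327 genes went both ways, with 36 called higher and 34 lower. A share alone would raise no gene specific to other cells. The gap and the genes called higher therefore argue against it as the whole cause. A smaller share of fibroblasts and endothelial cells in imCM-AF as a part of the cause stays open. At plating the difference went the other way, with more fibroblasts per imCM in the AF co-cultures. Shares of single cells by well name, which are no samples of the labels, also went the other way for endothelial-like cells, at 13.2%, 10.4% and 7.30% of the cells named AFNCM1, AFNCM2 and AFNCM3 and at 1.65%, 0.602% and 2.96% of those named NFNCM1, NFNCM2 and NFNCM3. In the same order, cardiomyocyte-like cells made up 34%, 37.7% and 29.8%, and 47.3%, 57.8% and 58%. These values go against a larger cardiomyocyte share with AFs. Fibroblast-like cells made up 20.1%, 18% and 20.2%, and 24.2%, 16.3% and 11.2%, values that overlap. Unnamed clusters held 31.25%, 33.3% and 40.4%, and 24.7%, 24.1% and 26.6%, so the shares depend on how cells were called. Cluster 8, with 7 raised smooth muscle markers, held 39 of the 60 endothelial-like cells of the cardiomyocytes library.

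The fatty acid oxidation list rose more than such a share allows. Its median of 0.60 lay at percentile 100 of random lists drawn from 96 cardiomyocyte-specific genes, whose median was 0.28. After a trend with GC content and transcript length was taken out, the median was 0.56, outside the -0.21 to 0.083 of random lists matched on expression. Both results argue against those explanations as the whole cause. A response of the imCMs to adult fibroblasts is a hypothesis that these tests leave open, with 2 libraries per group and a list call that depends on the set test. The mature cardiomyocyte list is different. Its median of 0.31 lay at percentile 76.6 of random lists drawn from the 88 cardiomyocyte-specific genes outside it, whose median was 0.25. A larger share of cardiomyocyte RNA may therefore account for it, so the list is no separate evidence of maturation. The cardiomyocyte-like shares by well name went against such a share, but they count cells and depend on how cells were called.

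The cell cycle list, with a median of -0.44, lay at percentile 25.4 of random lists of genes specific to fibroblast-like cells. A smaller share of RNA from other, dividing cells may therefore account for its fall. The percentile cannot separate this from a fall within the imCMs, for which the study has other evidence. By staining, it counted fewer imCMs positive for the division marker pH3, AURKB or MKI67 with AFs than with NFs. GC content and length do not account for the fall of the list. Its median was -0.49 after that trend was removed, against -0.18 to 0.053 in random lists. The extracellular matrix list stayed at -0.58, against -0.25 to 0.074, when the same trend was removed.

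Genes of the interferon response were higher in imCM-AF. The list of 30 genes was written from general knowledge after 3 of them had been seen among the largest changes. All 30 were higher, 27 were called, and the median log2 fold change was 1.33, or 1.17 without the 3. It ranged from 1.002 to 1.63 over the alternatives and the libraries left out. The abundant member B2m rose from 443 and 420.5 CPM to 839 and 913 CPM, and Ifit1 from 103 and 55.8 CPM to 290.2 and 335.4 CPM. The list lay at percentile 100 of random lists of cardiomyocyte-specific genes, and at 1.23 after removal of the GC and length trend, against -0.18 to 0.065. More fibroblast RNA in imCM-AF is argued against by the 50 most abundant fibroblast-specific genes as a set, whose median was -0.37 (-0.59 to -0.13). Single genes of this set went both ways, with 17 higher and 33 lower, and 8 called higher and 19 called lower. Col1a1 was lower, at 6945 and 7709 CPM in imCM-NF and 4879 and 3763 CPM in imCM-AF. Adult fibroblasts that themselves carry more interferon transcripts, a difference in the kind of fibroblast and not in its amount, stay open, as does a response of the imCMs.

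Values by well name are given without a test, since the names are not samples in the labels. In cardiomyocyte-like cells, UMIs of the interferon list summed to 1300, 2142 and 1880 CPM in wells named AFNCM1, AFNCM2 and AFNCM3, and to 148, 161 and 183 CPM in NFNCM1, NFNCM2 and NFNCM3. In fibroblast-like cells they summed to 4401 and 5196 CPM in AF1 and AF2, and to 1207 and 1039 CPM in NF1 and NF2. These values fall into separate clusters. Fibroblast markers summed to 1007, 1235 and 1222 CPM in cardiomyocyte-like cells of the AFNCM wells and to 704, 775 and 778 CPM in those of the NFNCM wells. In fibroblast-like cells they summed to 11124 and 16178 CPM in AF1 and AF2 and to 5973 and 7024 CPM in NF1 and NF2. Relative to fibroblast markers, interferon transcripts were thus more abundant in the cardiomyocyte-like cells of each AFNCM name than in the fibroblast-like cells of AF1 or AF2, which goes against RNA spread from cells like the latter. The labels do not state that these wells hold the source of any spread RNA, so no verdict is drawn. Of the other lists, 2 were summed by name. The fatty acid oxidation list summed to 4556, 4666 and 4410 CPM in cardiomyocyte-like cells of the AFNCM wells and to 4152, 3986 and 4432 CPM in those of the NFNCM wells, values that overlap. The cell cycle list summed to 171, 271 and 250 CPM in the former and to 139, 134 and 158 CPM in the latter, the opposite order to the bulk libraries. In fibroblast-like cells this list summed to 1957 and 2157 CPM in AF1 and AF2 and to 1880 and 1534 CPM in NF1 and NF2, also the opposite order. Single genes went with the bulk order or against it. In fibroblast-like cells Ly6a was at 22.8 and 58.7 CPM in AF1 and AF2 and at 1.42 and 2.57 CPM in NF1 and NF2, and Postn at 292 and 494 CPM in the former and at 516 and 732 CPM in the latter, the order of the bulk libraries. Pgf, at 12 and 18.3 CPM in AF1 and AF2 and at 7.82 and 6.61 CPM in NF1 and NF2, and Dcn, at 995 and 1361 CPM and at 46.9 and 123 CPM, had the opposite order. In cardiomyocyte-like cells Nppa was at 996, 251 and 923 CPM in the AFNCM wells and at 277, 544 and 270.4 CPM in the NFNCM wells, values that overlap. These genes were picked after their values were seen. Of the genes the study names, Acta1 was at 1.35, 6.22 and 13.3 CPM in cardiomyocyte-like cells of the AFNCM wells. In the NFNCM wells Acta1 was at 1.98, 2.02 and 4.21 CPM, on few UMIs, values that overlap. Myh6, Pln and Mki67 overlapped there too. In fibroblast-like cells Egr1 was at 317 and 454 CPM in AF1 and AF2 and at 124 and 159 CPM in NF1 and NF2, the order of the bulk libraries. Fabp4 and Mki67 overlapped between these names.

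Xist was higher in imCM-AF, with a log2 fold change of 1.31. A larger share of female cells would lower Y-linked genes, but the median log2 fold change of the 4 Y-linked genes was 0.53, which argues against it as the cause. Of these 4, only Uty was called. Its value fell to 0.52, under the fold threshold, without imCM-AF replicate 2, and it was not called in the DESeq2 Wald test. Ddx3y and Eif2s3y passed the adjusted p threshold but not the fold threshold. Kdm5d passed neither and changed sign when imCM-AF replicate 2 was left out. The origin of the difference stays open.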
